A study of Arabidopsis thaliana with 12 samples. Its data were reported in "The developmental regulator PKL is required to maintain correct DNA methylation patterns at RNA-directed DNA methylation loci" (2017).

How the data were processed

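RNA was measured by poly(A) mRNA sequencing in seedlings of Arabidopsis thaliana of 4 genotypes: wild type (WT, Columbia), pkl, nrpd1 and nrpe1. Each genotype had 3 libraries, numbered as replicates 1, 2 and 3 in the sample titles, so 12 libraries in 4 groups were analysed. PKL encodes a chromatin remodeler of the CHD family. The other mutated genes code for the catalytic subunits of polymerase IV (NRPD1) and polymerase V (NRPE1), enzymes found in plants that work in RNA-directed DNA methylation. Groups and replicate numbers were taken from the titles.

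The deposited values are RPKM, read numbers divided by feature length and library total, for annotated genes and transposable elements (TEs). Per their methods, the authors made stranded paired-end libraries, trimmed low-quality bases, aligned the reads to the TAIR10 genome with the subread aligner, counted them over genes and TEs with featureCounts and tested the counts with edgeR. Tool versions, the handling of reads with several positions or several overlapping features, and the use of strand in counting are not stated. RPKM divides by the library total, so a change in a few abundant transcripts moves all other values of a library. The table holds 64791 features, 33602 genes and 31189 TEs, of which 25266 genes and 2864 TEs were above 0 in at least 1 library. No per-sample column was left unused.

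The values in the deposited RPKM table are whole multiples of what 1 read is worth, so that library totals, feature lengths and read numbers were recovered from the steps between values. The recovered reads were whole numbers in every library for 100% of the features above 0 and summed to at least 99.9998% of each library total. Where all reads of a feature share a common factor, the recovered reads are the smallest whole numbers that fit, so a read number can be too low and a lower bound on a fold change too small, never too large. Tested on simulated data, the recovery returned all 12 library totals and every read number of 99.83% of 2917 features, and of 100% of the 2313 features above 0 in at least 8 libraries. Library totals ran from 7204299 reads (nrpe1 replicate 2) to 21475250 (pkl replicate 2), and the next smallest was 15242073 (WT replicate 2). A single read in a feature of 1 kb is worth 0.1388 RPKM in nrpe1 replicate 2 and 0.0466 in pkl replicate 2. The limit of detection was set at 3 reads. Where all libraries of a group were at or under this floor, a fold change is given as a lower bound against 3 reads. It is a bound on the mean of the other group, so single libraries of that group can lie below it. Reads of 1 library are not independent molecules, so floors cover counting error only.

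Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend) on log2(RPKM + 0.1), a scale that understates the change of low features. Features with an RPKM of at least 0.1 in at least 3 of the 12 libraries were tested, which kept 23669 features, 22704 genes and 965 TEs. One model with a mean per genotype was fitted to all 12 libraries, without a covariate. Each mutant was compared with WT, nrpd1 was compared with nrpe1, and pkl was compared with the mean of nrpd1 and nrpe1. P-values were adjusted by the Benjamini-Hochberg method over all features tested in a comparison. A feature was called higher or lower at an adjusted p under 0.05 with an absolute log2 fold change of at least 1, the thresholds of the study. All adjusted p-values of single features are two-sided values from limma. A rank or permutation test of 3 against 3 libraries cannot give a two-sided p under 0.1 and was not used for single features.

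The model was tested on simulated data with the means of these libraries. The simulation used a single spread, taken from well counted features, and no difference between replicate numbers. In it the model called 96 of 100 features raised 4-fold and 95 of 100 features lowered 4-fold, none of them in the wrong direction. It also called 2 of 23164 unchanged features, and in the simulated unchanged groups 0 and 4 features. The changed features excluded the lowest levels, so these rates do not cover features near the floor or the effect of the replicate number.

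Gene lists were tested with fry, a rotation test of limma, adjusted over the 6 list-by-mutant tests. They were a list of 47 DNA methylation genes and a list of 19 seed genes, called seed maturation genes below, which includes PHE1. A list of 10 circadian clock genes served to compare replicates. These 3 lists, the test, the thresholds, the samples and the rule for naming genes were fixed before the data were examined. Named in the text are the mutated genes, ROS1, 3 loci singled out by the study, list members past the adjusted threshold, and per mutant the 3 genes and 3 TEs in each direction with the largest absolute log2 fold change among called features with all 3 mutant libraries beyond all 3 WT libraries. Lists of 12 root hair genes and 15 genes of other root cells were written after the genes lower in nrpd1 had been seen. Comparisons against the same WT libraries share their chance values, so overlaps and correlations were also computed in 100 simulations of groups with equal means.

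Whether equal replicate numbers pair the libraries was checked from the deviations of the libraries from their group means. The pairing comes from the replicate number in the titles. Over all 6 pairs of genotypes the correlation across features of same-numbered libraries lay between 0.15 and 0.6, above 0.1 in each pair. For replicate 1 the highest correlation with another number was negative in each pair. For replicates 2 and 3 it ran up to 0.23. It exceeded the same-number value for WT and nrpe1 replicate 2 (0.23 against 0.15) and equalled it for pkl and nrpe1 replicate 2 (0.19). In the first principal component, with 28% of the variance, replicate 1 of each genotype lay apart from replicates 2 and 3. A model with the replicate number as a block was therefore computed for the counts, the overlaps, the gene lists fixed in advance and the named features in the comparison they were named for. It was not computed for the tests of root lists and of gene positions, nor, except for ROS1 and the 3 loci of the study, for single genes between nrpd1 and nrpe1. Each replicate number holds 1 library per genotype, so no test within a number was possible. No 2 libraries of a group were the same within sampling noise, as the chi-square per feature between replicates ran from 13.7 to 95.3.

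Alternatives were pseudocounts of 1 and 0.01, no filter beyond a value above 0 in 1 library, a mean RPKM of at least 1, scaling by median ratios, the replicate block, the 6 libraries of a comparison only, limma without the intensity trend, camera in place of fry, and each library left out in turn. A voom model on the recovered reads (features with at least 5 reads in at least 3 libraries) and counting RefSeq pseudogene loci with TEs were added after the data were seen. Median ratios over 21113 features gave library factors from 0.927 to 1.074.

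Gene symbols, positions and overlaps come from the RefSeq annotation of the TAIR10.1 assembly, in which 32835 of the gene loci were found. The table carries no coordinates. The gene models counted by the authors differ from those of RefSeq: the recovered length equalled the RefSeq exon length in 9.6% of 22208 genes compared, with a median ratio of 0.899. TE positions are not given, and TEs are named by their identifiers. Near-identical copies were searched with BLAST 2.17.0 at an identity of at least 95%, for genes only. Copies of TEs, and their overlap with genes, were not searched, so TE read numbers are uncertain to an unknown extent. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and samtools 1.23.1.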

Results

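Transcript levels were measured by mRNA sequencing in seedlings of 4 Arabidopsis thaliana genotypes, with 3 libraries each: WT, pkl (a strong loss-of-function allele of the chromatin remodeler gene PICKLE), nrpd1 and nrpe1. The last 2 are mutants of RNA-directed DNA methylation (RdDM), a pathway that silences transposable elements (TEs): nrpd1 lacks the catalytic subunit of polymerase IV and nrpe1 that of polymerase V. The comparisons ask which genes and TEs depend on PKL, and whether these are the ones that depend on RdDM. Library totals lay between 15242073 and 21475250 reads, except for nrpe1 replicate 2 with 7204299. Between 22951 and 24147 features were above 0 in a library, and TEs took 0.027% to 0.059% of the reads.

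The first principal component (28% of the variance) separated replicate 1 of each genotype from replicates 2 and 3, and the second (20.1%) separated pkl from the other genotypes. The third (11.4%) set nrpe1 replicate 2 apart, with a loading of -0.81. The split by replicate number crossed the genotypes, with 1 library of each genotype per number. Below, a value from the model with the replicate number as a block is given in 2 cases. It is given where the block changed the call of a named feature or gene list. It is also given where the block moved a count of calls against WT, or of calls shared between mutants, by over 1.5 times. It is not given for counts at an unadjusted p, nor separately for genes and TEs between nrpd1 and nrpe1.

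**Figure D1:**
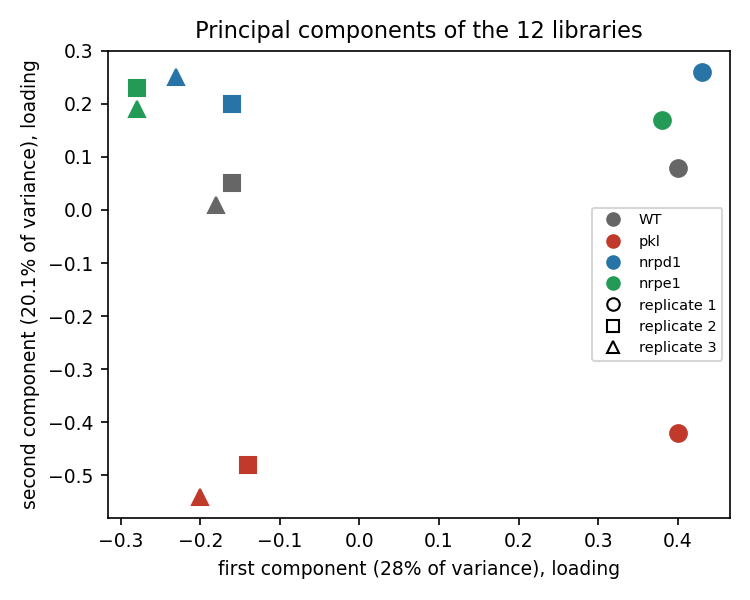
Loadings of the 12 libraries on the first and second principal component of log2(RPKM + 0.1), without units, with colours for genotypes and symbols for replicate numbers. Replicate 1 of each genotype lies between 0.38 and 0.43 on the first axis, the other libraries between -0.28 and -0.14, and pkl lies lowest on the second axis.

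The mutated genes were examined first. PKL (AT2G25170, TAIR10.1 chromosome 2, 10713807 to 10724106, plus strand) had 18.3 ± 3.63 RPKM in WT and 22.7 ± 3.48 in pkl (SD, n = 3 each). The log2 fold change of 0.31 (SE 0.16, adjusted p = 0.395, limma) was within the spread between replicates, so the transcript level does not check the pkl label. PKL overlaps 3 other annotated loci, 1 of them on its own strand. NRPD1 (AT1G63020, chromosome 1, 23354685 to 23362589, minus strand) had 1.42 ± 0.168 RPKM in WT and 1.03 ± 0.226 in nrpd1 (SD, n = 3), a log2 fold change of -0.45 (SE 0.21, adjusted p = 1, limma). NRPE1 (AT2G40030, chromosome 2, 16714460 to 16723718, plus strand) had 1.83 ± 0.447 RPKM in WT and 0.641 ± 0.241 in nrpe1 (SD, n = 3). Its log2 fold change was -1.41 (SE 0.29), with an adjusted limma p of 0.117 and, with the replicate block, of 0.00765. Over all alternatives for NRPE1 the adjusted p ran from 0.00765 to 0.63. In the direct comparison of nrpd1 with nrpe1, NRPD1 was lower (-1.15, SE 0.21, adjusted p = 0.0375, limma) and NRPE1 higher (1.71, SE 0.29, adjusted p = 0.0263, limma) in nrpd1.

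ROS1 (AT2G36490, named DML1 in RefSeq, chromosome 2, 15307907 to 15314807, minus strand) encodes a DNA glycosylase that removes methylated cytosine, and its transcript is known to fall in plants with defects in DNA methylation. It had 12.6 ± 2.53 RPKM in WT, 1.95 ± 0.196 in pkl, 0.0258 ± 0.0272 in nrpd1 and 1.07 ± 0.102 in nrpe1 (SD, n = 3 each). ROS1 was thus at 15.4% of WT in pkl (log2 fold change -2.62, SE 0.21, adjusted p = 0.000191, limma) and at 8.45% in nrpe1 (-3.43, SE 0.21, adjusted p = 1.39e-05, limma). In nrpd1, 5, 1 and 1 reads were left against 798 to 1423 in WT, a level of 0.204% that lies close to the floor (-6.66, SE 0.21, adjusted p = 1.7e-07, limma). The difference between nrpd1 and nrpe1 was itself past the threshold (-3.23, SE 0.21, adjusted p = 4.91e-05, limma). With so few reads in nrpd1 its size depends on the pseudocount, and it ran from -5.46 with voom to -1.01 with a pseudocount of 1. A pseudocount of 1 moved these values most, to -2.2 in pkl, -3.72 in nrpd1 and -2.71 in nrpe1.

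**Figure D2:**
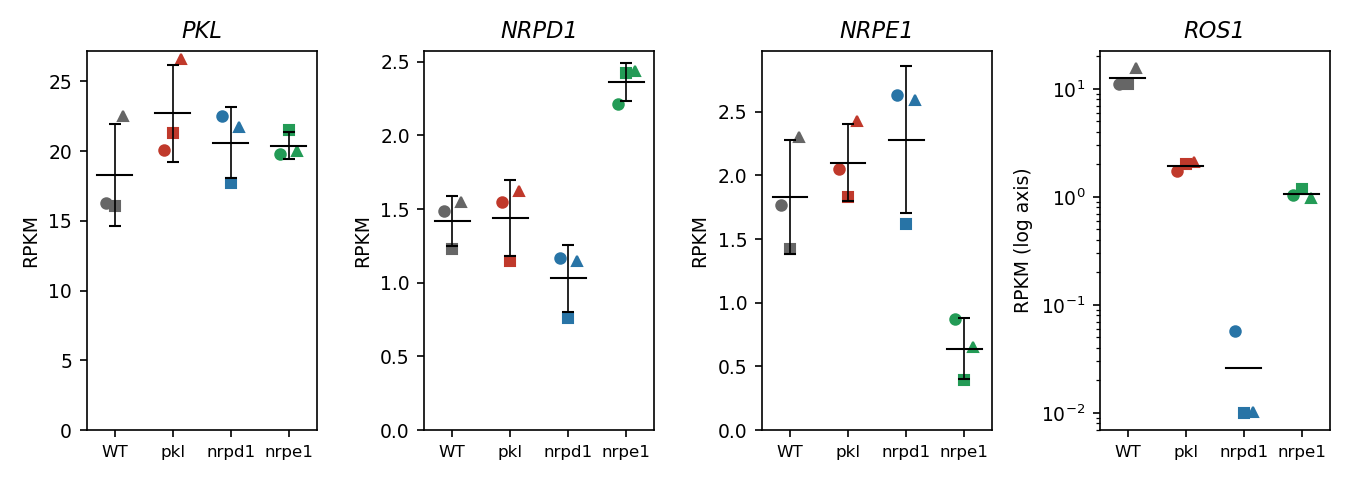
RPKM of PKL, NRPD1, NRPE1 and ROS1 in each of the 12 libraries by genotype; circles, squares and triangles are replicates 1, 2 and 3, black lines are means of 3 libraries and error bars their SD, and the ROS1 axis is logarithmic without error bars. ROS1 falls from a mean of 12.6 in WT to 1.95 in pkl, 1.07 in nrpe1 and 0.0258 in nrpd1.

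In pkl, 216 genes were higher and 214 lower than in WT, and 17 TEs were higher and 2 lower. At an unadjusted p under 0.05, 3666 features differed. Scaled by median ratios, 173 genes were higher and 244 lower. With the replicate block the counts were 377 and 414 genes and 28 and 10 TEs, and 448 of the 449 features called without the block were called with it. Leaving out WT replicate 1 gave 137 higher and 131 lower genes, leaving out WT replicate 2 gave 124 and 127, leaving out pkl replicate 2 gave 118 and 139, and leaving out pkl replicate 3 gave 117 and 134. In each feature called in any of the 3 mutants, all 3 mutant libraries lay beyond all 3 WT libraries, an arrangement that chance gives in 10% of features. The WT libraries were all at or under the floor of 3 reads for 61 of the 216 higher genes and 12 of the 17 higher TEs, and the pkl libraries for 27 of the 214 lower genes and both lower TEs.

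The genes that rose most in pkl were AT3G23060, AT4G29200 and PHE1. AT3G23060 (chromosome 3, 8200636 to 8203335, plus strand) went from at most 2 reads per WT library to 21.7 ± 2.79 RPKM (SD, n = 3), at least 225-fold higher (adjusted p = 7.17e-07, limma). AT4G29200 (chromosome 4, 14398054 to 14400198, minus strand) had no reads in WT and 6.12 ± 4.71 RPKM in pkl (SD, n = 3), at least 48.7-fold higher (adjusted p = 0.000159, limma). PHE1 (AT1G65330, chromosome 1, 24266257 to 24267336, minus strand) had 0.976 ± 0.6 RPKM in WT and 50.1 ± 11.9 in pkl (SD, n = 3), a log2 fold change of 5.69 (SE 0.54, adjusted p = 0.000464, limma). The TEs with the largest fitted increase had no reads in WT. AT5TE47170 was at least 10.6-fold and AT5TE34435 at least 4.9-fold higher in the mean (adjusted p = 0.000816 and 7.17e-07, limma). AT5TE47170 ran from 2.77 to 13.7 RPKM over the pkl libraries. AT3TE92805 was called from 1 to 6 reads per pkl library, which is too few to bound its fold. Among genes that fell, AT5G42530 (chromosome 5, 17004738 to 17005510, minus strand) went from 290 ± 123 to 15.2 ± 7.39 RPKM (SD, n = 3, log2 fold change -4.3, SE 0.51, adjusted p = 0.00147, limma). KIN1 (AT5G15960, chromosome 5, 5209717 to 5210826, plus strand) went from 157 ± 28.3 to 9.82 ± 4.91 RPKM (SD, n = 3, log2 fold change -4.11, SE 0.34, adjusted p = 0.000211, limma). A near-identical copy covers 21.5% of KIN1, so its reads are in part uncertain. AT5G44973 was at least 7.8-fold lower and AT1TE85165 at least 9.84-fold lower (adjusted p = 0.00437 and 0.0104, limma). AT4TE44655 had 2 to 5 reads per WT library and at most 1 per pkl library (adjusted p = 0.0386, limma), a call lost in 5 of the 6 fits that each left out 1 library, where its adjusted p ran from 0.0117 to 0.152. The call of AT1TE85165 was lost in 1 of these 6 fits, with adjusted p from 0.0266 to 0.0518.

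In nrpd1, 42 genes were higher and 138 lower than in WT, and 48 TEs were higher and 2 lower. At an unadjusted p under 0.05, 1090 features differed. Leaving out WT replicate 2 gave 75 lower genes and leaving out WT replicate 3 gave 71. With the replicate block 4 TEs were lower. All WT libraries were at or under 3 reads for 43 of the 48 higher TEs and 22 of the 42 higher genes. AT3G29639 (chromosome 3, 11478633 to 11480033, minus strand) was at least 89.8-fold higher and AT1G33850 (chromosome 1, 12287913 to 12288210, minus strand) at least 8.38-fold higher (adjusted p = 1.75e-05 and 1.18e-05, limma). Near-identical copies cover 32.3% and 68.5% of these genes, which makes their read numbers uncertain. AT4G04293, a pseudogene (chromosome 4, 2076832 to 2077361, plus strand), went from 0.472 ± 0.17 to 25.1 ± 2.61 RPKM (SD, n = 3, log2 fold change 5.5, SE 0.27, adjusted p = 4.89e-06, limma). The TEs AT4TE40115, AT3TE72000 and AT4TE12760 had no reads in WT and were at least 11.6-fold, 11.5-fold and 6.49-fold higher (adjusted p = 6.97e-06, 0.000217 and 0.0013, limma). Copies of these TEs were not searched. Next to ROS1, the genes with the largest decrease were GSTU14 (AT1G27140, chromosome 1, 9427804 to 9428914, plus strand), at least 18.2-fold lower, and the transcribed pseudogene AT4G08093 (chromosome 4, 4990153 to 4991601, plus strand), at least 27.2-fold lower (adjusted p = 1.18e-05 and 3.09e-05, limma). The lower TEs were AT2TE26610 (-2.03, SE 0.35, adjusted p = 0.0182, limma) and AT2TE22815 (-1.72, SE 0.32, adjusted p = 0.0293, limma). With 1 library left out, their adjusted p ran from 0.0222 to 0.103 and from 0.0462 to 0.141, and the calls were lost in 4 and 5 of the 6 fits.

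In nrpe1, 41 genes were higher and 18 lower than in WT, and 42 TEs were higher and 2 lower. At an unadjusted p under 0.05, 947 features differed. With the replicate block 31 genes were lower, and leaving out WT replicate 2 gave 11. All WT libraries were at or under 3 reads for 38 of the 42 higher TEs and 21 of the 41 higher genes. AT3G32240, a pseudogene (chromosome 3, 13209736 to 13212216, plus strand), had no reads in WT, pkl or nrpd1 and 8.56 ± 0.8 RPKM in nrpe1 (SD, n = 3), at least 123-fold higher (adjusted p = 4.78e-07, limma). AT4G03156 (chromosome 4, 1396002 to 1396784, minus strand) likewise had reads in nrpe1 alone and was at least 12.5-fold higher (adjusted p = 1.25e-06, limma), but 94.4% of it has a near-identical copy. AT1G33850 was at least 8.17-fold higher, and the TEs AT2TE69490, AT4TE12760 and AT4TE40115 were at least 32.4-fold, 7.58-fold and 5.31-fold higher. The adjusted p of these 4 features in nrpe1 were 8.91e-06, 2.34e-06, 0.00122 and 1.39e-05 (limma). MRD1 (AT1G53480, chromosome 1, 19963047 to 19964712, minus strand) fell from 30 ± 0.909 to 1.94 ± 0.464 RPKM (SD, n = 3, log2 fold change -3.91, SE 0.17, adjusted p = 1.26e-06, limma). MRD1 overlaps AT1G53490 and AT1G07887 on the other strand, and its reads are uncertain to that extent. AT4G08093 was at least 16-fold lower (adjusted p = 2.81e-05, limma), and ROS1 completed the 3 genes with the largest decrease. The lower TEs were again AT2TE26610 (-2.79, SE 0.35, adjusted p = 0.00332, limma) and AT2TE22815 (-1.78, SE 0.32, adjusted p = 0.0446, limma). AT2TE22815 lost its call in 5 of the 6 fits with 1 library left out, with adjusted p from 0.043 to 0.237.

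**Figure D3:**
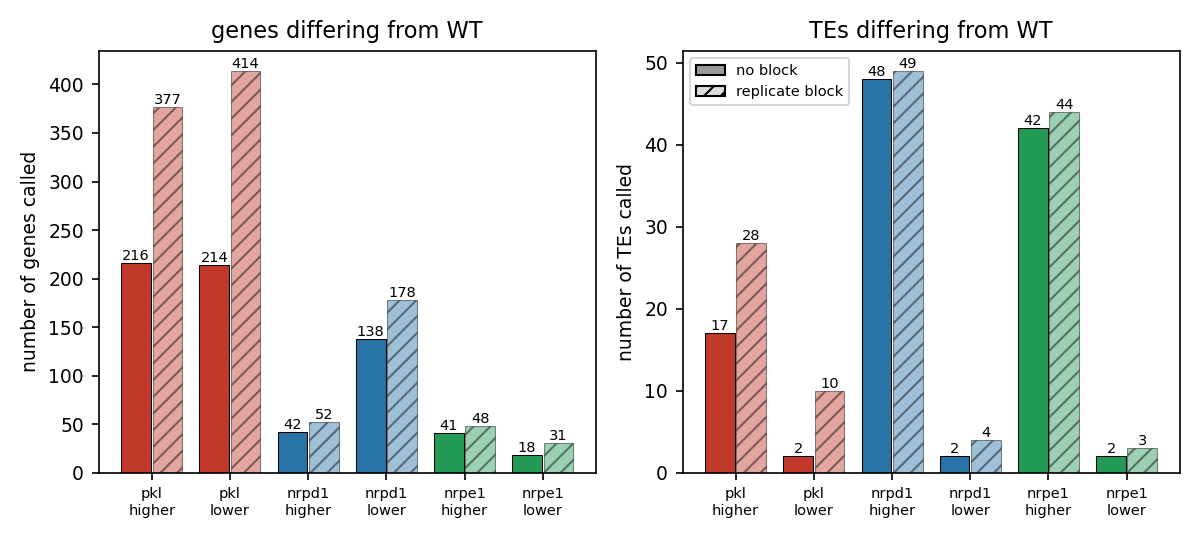
Number of genes (left) and TEs (right) called higher or lower than WT in each mutant, in the model without (solid) and with (hatched) the replicate number as a block; each bar is 1 count from 3 mutant and 3 WT libraries within a model of all 12. Calls in pkl rise with the block from 216 to 377 higher and from 214 to 414 lower genes, while the counts of higher TEs in nrpd1 and nrpe1 go from 48 to 49 and from 42 to 44.

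nrpd1 and nrpe1 were compared to ask how far the targets of both polymerases coincide. Of the 48 TEs higher in nrpd1 and the 42 higher in nrpe1, 33 were higher in both, where 2.09 were expected among the 965 TEs tested (Fisher's exact test, two-sided p = 2.07e-41). TEs are not independent replicates, and both comparisons use the same WT libraries. At an unadjusted p under 0.05, 66% of calls were shared, against 25.1% in 100 simulations of groups with equal means. The log2 fold changes of nrpd1 and nrpe1 had a Pearson correlation of 0.67 across TEs, against a mean of 0.5 and a maximum of 0.58 in the simulations. The direct test found 145 features different between nrpd1 and nrpe1: 13 genes and 6 TEs higher in nrpd1, and 121 genes and 5 TEs lower. Leaving out nrpe1 replicate 2, the library with the fewest reads, gave 76 features, and leaving out nrpe1 replicate 3 gave 81.

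pkl was set against both RdDM mutants to ask whether the same loci respond. Of the 17 TEs higher in pkl, 7 were among the 57 higher in nrpd1 or nrpe1, with 1 expected (Fisher's exact test, two-sided p = 2.13e-05), and 4 when WT replicate 2 was left out. Of the genes higher in pkl, 13 were among the 51 higher in nrpd1 or nrpe1, with 0.485 expected (Fisher's exact test, two-sided p = 1.26e-15). Of the genes lower in pkl, 8 were among the 147 lower in nrpd1 or nrpe1, with 1.39 expected (Fisher's exact test, two-sided p = 7.94e-05). This last number was 14 with the replicate block, and 2, 3 and 4 without WT replicate 1, 2 and 3, 5 without nrpd1 replicate 2, and 4 and 3 without pkl replicates 2 and 3. Adjusted over the 4 overlap tests, including that of nrpd1 with nrpe1, the p-values were 2.84e-05, 2.52e-15 and 7.94e-05. At an unadjusted p under 0.05, 36.9%, 13.4% and 14.7% of calls were shared in these 3 overlaps, against 41.4%, 36.3% and 36.7% in the simulations. Changes specific to pkl lower these shares and the correlations below, so they cannot show whether sharing exceeds that of the common WT libraries. Across TEs, the log2 fold changes of pkl had a correlation of 0.33 with those of nrpd1 and of 0.29 with those of nrpe1, below the simulated mean of 0.5. In the direct test of pkl against the mean of nrpd1 and nrpe1, 84 TEs differed, 20 of them higher and 64 lower in pkl.

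**Figure D4:**
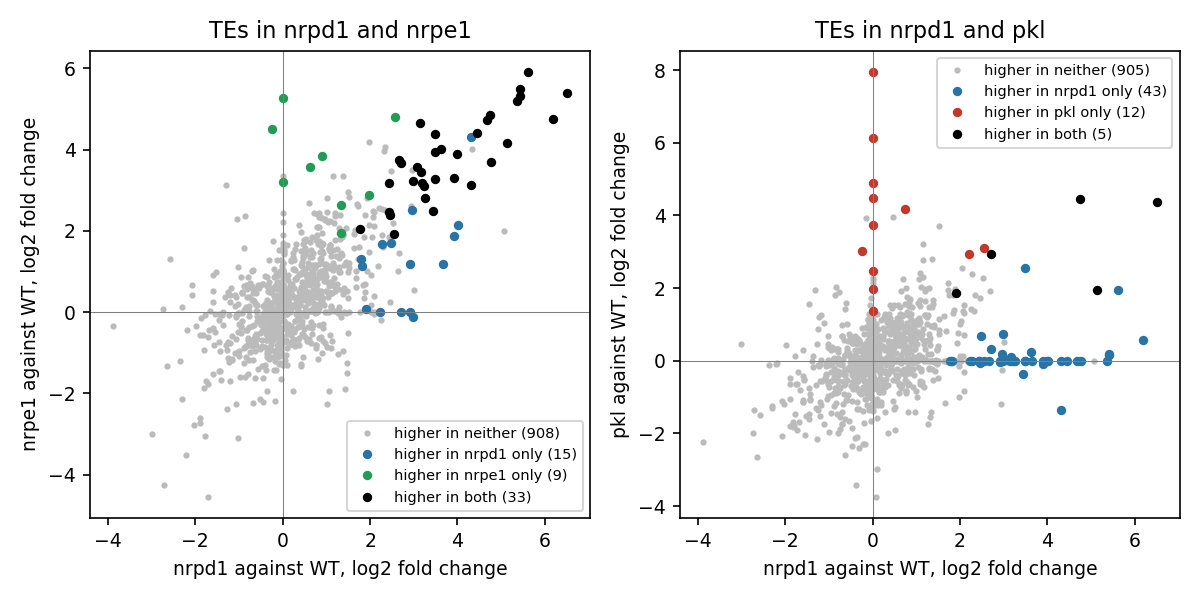
Log2 fold change against WT of the 965 tested TEs in nrpd1 (horizontal) against nrpe1 (left) and pkl (right); each point is 1 TE, coloured by the mutants in which it was called higher. The 33 TEs called in both nrpd1 and nrpe1 lie high on both axes of the left plot.

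The study names 3 loci as derepressed in the 3 mutants, and lists them among those whose rise in pkl it verified by qRT-PCR. The values below come from the mRNA libraries alone. AT1G60110 (chromosome 1, 22168424 to 22170803, plus strand) had 1.74 ± 0.209 RPKM in WT, 5.61 ± 1.88 in pkl, 5.64 ± 0.736 in nrpd1 and 10.1 ± 2.62 in nrpe1 (SD, n = 3 each). It was past the thresholds in pkl (1.59, adjusted p = 0.00794), nrpd1 (1.64, adjusted p = 0.009) and nrpe1 (2.43, adjusted p = 0.000699, SE 0.25 each, limma). AT1TE42205 was past them in nrpd1 (3.49, adjusted p = 0.0281) and nrpe1 (4.38, adjusted p = 0.0103) but not in pkl (2.56, adjusted p = 0.0645, SE 0.65 each, limma). AT2TE82000 was past them in pkl (3.1, adjusted p = 0.0196) and nrpe1 (4.81, adjusted p = 0.0029) but not in nrpd1 (2.56, adjusted p = 0.107, SE 0.6 each, limma). AT1TE42205 in pkl (adjusted p = 0.00118) and AT2TE82000 in nrpd1 (adjusted p = 0.0342) were also past them with the replicate block. Over all alternatives the adjusted p ran from 0.00118 to 0.207 for the former and from 0.0155 to 0.502 for the latter. AT1TE42205 in pkl was also past them without WT replicate 3 (adjusted p = 0.0218), and AT2TE82000 in nrpd1 without WT replicate 1 (adjusted p = 0.0155). The calls of both TEs depended on single libraries too. With 1 library left out, AT1TE42205 lost its call in nrpd1 in 5 of 6 fits (adjusted p from 0.00862, without WT replicate 3, to 0.133) and in nrpe1 in 3 of 6 fits, without WT replicate 2 and nrpe1 replicates 2 and 3 (adjusted p up to 0.0647). AT2TE82000 lost its call in pkl in 3 of 6 fits, without WT replicate 2 and pkl replicates 1 and 2 (adjusted p up to 0.0718). With the 6 libraries of a comparison only, these 3 calls were lost, with adjusted p of 0.281, 0.203 and 0.115. So were those of AT2TE82000 in nrpe1 (0.112) and AT1G60110 in pkl (0.0539). A pseudocount of 0.01 lost the calls of AT1TE42205 in nrpd1 (adjusted p = 0.161) and nrpe1 (0.118). It also lost those of AT2TE82000 in pkl (0.0717) and nrpe1 (0.0529). With voom the call of AT1TE42205 in nrpd1 was lost (adjusted p = 0.0923). The other settings kept these TE calls. AT1G60110 lost its call in nrpd1 in 1 of 6 fits, without WT replicate 3 (adjusted p = 0.0529). All 3 libraries of each mutant lay above all 3 WT libraries at these loci, an arrangement that chance gives in 5% of cases for each mutant, and the loci were chosen by the study for being derepressed. Both TEs had at most 4 reads in a WT library. The direct comparison of nrpd1 with nrpe1 was not past the threshold at AT1TE42205, AT2TE82000 or AT1G60110 (adjusted p = 1, 0.282 and 0.62, limma). For AT2TE82000 this depended on the model, as a pseudocount of 1 (-1.76, adjusted p = 0.0167) and voom (-2.37, adjusted p = 0.0497) brought it past the threshold, with adjusted p from 0.0167 to 1 over its alternatives.

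To ask whether PKL acts on genes of the DNA methylation machinery, 46 of 47 listed genes could be tested. The list had a median log2 fold change of 0.2 in pkl, 0.12 in nrpd1 and 0.16 in nrpe1, with adjusted fry p of 0.0577, 0.14 and 0.14. With the replicate block the value for pkl was 0.0338, and the adjusted p for pkl ran from 0.00274 to 0.225 over the alternatives. Leaving out WT replicate 3 gave 0.00337 in pkl and 0.00752 in both nrpd1 and nrpe1. In pkl, 1 listed gene was past an adjusted p of 0.05 over all features tested, and 4 were when adjusted over the list alone, all of them higher. That gene was AGO9 (AT5G21150), with 0.0831 ± 0.0268 RPKM in WT and 0.366 ± 0.0274 in pkl (SD, n = 3, log2 fold change 1.36, SE 0.29, adjusted p = 0.0324, limma), from 3 to 5 reads per WT library. Its adjusted p was above 0.05 in each of the 6 fits with 1 library left out, from 0.0778 to 0.124. No listed gene was lower in pkl at an adjusted p under 0.05, and 0 were lower and 8 higher at an unadjusted p under 0.05. Over all features tested 0 listed genes were past the threshold in nrpd1 and nrpe1, with 3 and 5 higher and 0 and 1 lower at an unadjusted p under 0.05. The lower gene in nrpe1 was NRPE1, the mutated gene itself, which passed with the replicate block (adjusted p = 0.00765, limma). Adjusted over the list alone, 1 gene passed in nrpd1 and 2 in nrpe1.

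The list of 19 seed genes, called seed maturation genes here, includes PHE1, and 8 of them could be tested. It addresses the known role of PKL in repressing seed genes after germination. It was higher in pkl, with a median log2 fold change of 1.76 and an adjusted fry p of 0.000375. PHE1 had the largest log2 fold change of the tested genes, 5.69, before SESA4 with 3.24. The list was not tested without PHE1. In nrpd1 and nrpe1 the medians were 0.13 and -0.17 and the adjusted p was 0.737 in both. In pkl, 3 listed genes passed the threshold over all features and 4 when adjusted over the list alone. They were PHE1, LEC2 (AT1G28300), at least 2.27-fold higher (adjusted p = 0.0476, limma), and SESA4 (AT4G27170), at least 4.17-fold higher (adjusted p = 0.0142, limma). WT had at most 2 reads of LEC2 and 1 of SESA4 in a library. LEC2 had 0.297 ± 0.115 RPKM in pkl and 0.233 ± 0.0794 in nrpe1 (SD, n = 3 each). Its log2 fold change in nrpe1 was 1.41 (adjusted p = 0.504, limma), so its rise is not shown to be particular to pkl. With 1 library left out, the adjusted p of LEC2 ran from 0.0537 to 0.17 and that of SESA4 from 0.0286 to 0.0648, with the calls lost in 6 and 5 of the 6 fits. In nrpd1 and nrpe1, 0 listed genes passed the threshold over all features, 1 in each was higher and 0 and 1 were lower at an unadjusted p under 0.05, and 0 and 1 passed when adjusted over the list alone.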

Values the study reported

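The study reported 274 genes with increased and 377 genes with decreased transcript levels in pkl at a false discovery rate of 0.05 and a fold change of 2. Of 25 TEs with changed levels in pkl, it reported 22 as increased. It reported that 18 of the 274 and 17 of the 377 genes were shared with nrpd1 or nrpe1, and that 6 derepressed TEs were shared. The study counted 44 derepressed TEs in nrpd1 and 42 in nrpe1, with 36 in both.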

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

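Each of the tests in this part was chosen after the result it bears on had been seen. The results below are differences between mutants that were past the threshold in a test of the difference itself.

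Between nrpd1 and nrpe1, 145 features differed, 121 of them genes lower in nrpd1. Library depth was weighed first, as nrpe1 replicate 2 holds 7204299 reads. With all libraries thinned to 7204294 reads, 91 features differed, which argues against depth as the whole cause. Without nrpe1 replicate 2, 76 features differed, close to the 81 without nrpe1 replicate 3, which argues against the shallow library alone, while the loss of either library lowers the count. Of the 10 splits of the 6 libraries, 1 gave as many features, the real one. It is 1 of the 4 splits that part all 3 same-numbered pairs, and the largest count among the others of these was 2. The other 6 splits keep a pair together, and the largest count among all other splits was 9. With only 10 splits this share cannot fall under 0.1. The replicate block gave 193 features. A difference in what the polymerases do and a difference between the plant lines other than the named mutation both stay open as hypotheses.

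ROS1 was lower in nrpd1 than in nrpe1, by a log2 fold change of -3.23. Its size ran from -5.46 to -1.01 over the alternatives, as the nrpd1 libraries hold 5, 1 and 1 reads, and it was past the threshold in all of them, with adjusted p from 2.43e-05 to 0.00444. With thinned reads it was -3.13, which argues against depth as the cause of the difference. The tested genes on both sides of ROS1, AT2G36480 and AT2G36500, changed by 0.03 and 0.06 in nrpd1, which argues against a deletion that reaches its neighbours. The 3 nrpd1 libraries held 7 ROS1 reads in all, too few to say whether the transcription unit is intact in this line. A stronger effect of losing polymerase IV on ROS1 and a loss of the gene itself in the nrpd1 line cannot be told apart, since 7 reads may come from a weak transcript or from reads exchanged between libraries.

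Both mutated genes differed between nrpd1 and nrpe1, NRPD1 with -1.15 and NRPE1 with 1.71. These are the directions that a loss of each transcript in its own mutant gives. In the case of NRPD1 part of the difference came from nrpe1, where its log2 fold change against WT was 0.69. No technical explanation was tested for this pair.

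Other named genes also differed between nrpd1 and nrpe1: GSTU14 (-4.89), AT4G03156 (-6.5), AT3G32240 (-6.43) and MRD1 (3.88). The first 3 were at 1 read or fewer per library in nrpd1, so their fitted changes depend on the pseudocount and bound no fold. GSTU14 was near WT in nrpe1 (-0.12) and MRD1 near WT in nrpd1 (-0.03). AT3G32240 and AT4G03156 had reads in nrpe1 alone. Nearly all of AT4G03156 has a near-identical copy, which leaves open from which locus its reads come. A locus that changes in a single line is open to a change private to that line, which was not tested.

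Between pkl and the mean of nrpd1 and nrpe1, 84 TEs differed. When the 9 mutant libraries were split in the 84 ways of 3 against 6, refitted without WT, the real split gave 73 TEs and 2 splits gave as many. The other was the split of replicate 1 of each mutant from replicates 2 and 3, with 80 TEs, which follows the replicate number and not a genotype. The third largest count was 7. With the replicate number as a block, the count in the model of all libraries was 117, so the split by replicate number does not account for the difference of pkl.

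For each of the 12 counts of genes and TEs higher or lower than WT in pkl, nrpd1 and nrpe1, 1 of the 10 splits of the 6 libraries gave as many, the real one, which was also 1 of the 4 that part all 3 same-numbered pairs. The other splits gave at most 1 feature in each of these counts. Since 3 against 3 libraries make only 10 splits, the share cannot fall under 0.1.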

How the results depend on the processing

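The alternatives named in the methods were recomputed 1 at a time; voom on the recovered reads and the count with pseudogene loci were chosen after seeing the data. ROS1 in pkl, nrpd1 and nrpe1 kept its direction and its call under all alternatives run, with log2 fold changes from -2.71 to -2.2, from -9.03 to -3.72 and from -3.57 to -2.71. PKL in pkl and NRPD1 in nrpd1 stayed short of the threshold in all. The seed maturation list in pkl stayed past it in all, with adjusted p from 2.61e-05 to 0.0143, but no alternative left out PHE1. Omitting the intensity trend, dropping the filter on low values, or counting pseudogene loci with TEs moved no count by over 1.5 times. For the list tests there is no value without the trend or from voom, since fry was run on the same log values without them. The fit to 6 libraries has no value for the comparisons among mutants.

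With the replicate block, calls rose in pkl to 377 higher and 414 lower genes and 28 higher and 10 lower TEs. Lower TEs in nrpd1 came to 4, lower genes in nrpe1 to 31 and lower genes shared between pkl and nrpd1 or nrpe1 to 14. NRPE1 in nrpe1 passed the threshold (-1.41, adjusted p = 0.00765; range over its alternatives 0.00765 to 0.63), as did the DNA methylation list in pkl (0.0338; range 0.00274 to 0.225). The block also brought AT1TE42205 in pkl and AT2TE82000 in nrpd1 past the threshold. It changed no other call among the named features and gene lists it was computed for. The block takes out variation between replicate numbers by construction.

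With a pseudocount of 1, which shrinks low features by construction, calls were 120 higher and 115 lower genes and 1 lower TE in pkl, 86 lower genes and 23 higher TEs in nrpd1, and 23 higher TEs in nrpe1. Then 13 TEs were higher in both nrpd1 and nrpe1, and pkl shared 4 higher TEs, 8 higher genes and 5 lower genes with nrpd1 or nrpe1. The direct test gave 94 features, and 31 TEs differed between pkl and both. With a pseudocount of 0.01, 1 TE was lower in pkl and 1 in nrpd1, and 4 lower genes were shared; the cause was not tested.

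With a mean RPKM of at least 1, which leaves 19273 features to test, 136 genes and 10 TEs were higher and 1 TE lower in pkl. In nrpd1 79 genes and 1 TE were lower and 13 TEs higher, in nrpe1 14 TEs were higher and 0 lower. Of these TEs 12 were higher in both, 3 lower genes were shared with pkl, the direct test gave 75 features, and 22 TEs differed between pkl and both. The direction of the test changed for the seed maturation list in nrpd1 (adjusted p = 0.396) and nrpe1 (0.139), where it was never past the threshold. Of the listed genes only PHE1 and OLEO4 pass this filter. PHE1 had log2 fold changes of -1.08 in nrpd1 and -1.31 in nrpe1.

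With the 6 libraries of a comparison only, which leaves fewer samples to estimate the spread, 136 genes were higher and 124 lower in pkl, 39 genes and 0 TEs were lower in nrpd1, and 11 genes were lower in nrpe1. The overlaps were 21 TEs for nrpd1 and nrpe1, and 4 higher TEs, 7 higher genes and 3 lower genes for pkl. Median-ratio scaling gave 1 lower TE in nrpe1, and voom 10 higher and 1 lower TEs in pkl and 1 lower TE in nrpe1; the cause was not tested.

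With camera and its preset correlation the DNA methylation list passed the threshold in pkl (0.00274), nrpd1 (0.00262) and nrpe1 (1e-04). Under fry with all libraries and no block none of these 3 calls holds, while that of the seed maturation list in pkl holds under both. The seed maturation list in nrpd1 changed direction under camera (0.971).

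Leaving out each library in turn, which leaves fewer samples, gave from 117 to 171 higher and 127 to 186 lower genes and from 12 to 20 higher and 1 to 2 lower TEs in pkl. In nrpd1 it gave 32 to 40 and 71 to 132 genes and 41 to 44 and 0 to 2 TEs, and in nrpe1 33 to 38 and 11 to 19 genes and 34 to 44 and 1 to 2 TEs. TEs shared by nrpd1 and nrpe1 ran from 29 to 32, and for pkl higher TEs from 4 to 10, higher genes from 11 to 16 and lower genes from 2 to 8. The direct test ran from 76 to 148 features and the TEs that differed between pkl and both from 58 to 86. The adjusted p of the DNA methylation list ran from 0.00337 to 0.223 in pkl and from 0.00752 to 0.494 in nrpd1 and in nrpe1, lowest without WT replicate 3 each time. That of the seed maturation list in nrpe1 ran from 0.523 to 0.955, with another direction without nrpe1 replicate 2 (0.881). The count of lower TEs was 1 in pkl without WT replicate 1, 2 or 3 or pkl replicate 2. In nrpd1 it was 1 without WT replicate 1 or 2 and 0 without WT replicate 3 or nrpd1 replicate 2 or 3, and in nrpe1 it was 1 without WT replicate 1 or 3 or nrpe1 replicate 1 or 3. These counts need not be of the TEs called with all libraries.

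Among 47 further values of single named features, 19 changed their call under at least 1 alternative: 16 became weaker, 3 stronger, none changed direction. Thinned to the smallest library total, higher TEs came to 39 in nrpd1 and 33 in nrpe1, lower genes in nrpd1 to 82, and genes in pkl to 145 higher and 153 lower. For most TEs called higher, 3 or fewer reads in each WT library limit the fold change to a lower bound.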

Other observations

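The tests in this part were chosen after the results had been seen. The list of clock genes had been fixed before, and the root lists were written after the genes lower in nrpd1 had been seen and before the values of their members were looked at.

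In pkl, 214 genes were lower. That is lower than the value quoted from the study above. In the model with the replicate block 414 genes were lower. That is higher than the quoted value. Genes higher in pkl numbered 216, lower than the quoted value, and 377 with the block, higher than it and further from it. TEs higher in pkl numbered 17, lower than the quoted value, and 28 with the block, higher than it. Of the genes lower in pkl, 8 were also lower in nrpd1 or nrpe1. That is lower than the value quoted from the study above. The number was 14 with the replicate block. That is closer to the quoted value.

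Replicate 1 differed from replicates 2 and 3 in 1614 features, while replicates 2 and 3 differed in 54. These counts require an adjusted limma p under 0.05 and an absolute log2 difference of at least 1. Thinned to equal depth, the count was 1549, and with median-ratio scaling it was 1549 as well, which argues against library depth and against a few genes taking most reads. At an adjusted limma p under 0.05 alone, without a limit on size, all 10 listed clock genes differed. They had the same sign in the 4 genotypes, 6 higher and 4 lower in replicate 1. CCA1 was at 12.6 RPKM in WT replicate 1 and at 1.82 and 1.58 in replicates 2 and 3, while TOC1 was at 21.5 against 70.4 and 80.1. The median absolute log2 difference of the list was 1.61, against a median of 0.26 in 10000 random lists matched on level, of which 0 were as large. A harvest of replicate 1 at another time of day is a candidate explanation, and these values are in line with it. A difference in growth or light conditions that also shifts the clock stays open, as no label gives a time of collection.

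The replicate block raised the number of features called in pkl from 449 to 829. Of the 449, 448 were called in both models, which argues against different features being called. Since clock genes vary between the replicate numbers, removing that variation is a possible explanation for the larger number.

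Of the 138 genes lower in nrpd1, 9 were also lower in nrpe1, 7 were also lower in pkl, and 99 were below nrpe1 in the direct test. Among the 138 were 5 of 12 genes on the root hair list. These 12 genes, all of them expressed in the WT seedlings, had a median log2 fold change of -2.29 in nrpd1, 0.02 in nrpe1 and 0.12 in pkl, and of -2.23 between nrpd1 and nrpe1. In nrpd1 11 of the 12 were lower, and 0 of 10000 random lists matched on level had a median as low. PRP3, the most abundant of the list, went from 22 to 3.29 RPKM in the mean but was not past the threshold (adjusted p = 0.101, limma). EXPA18, the most abundant in WT of those called lower in nrpd1, went from 9.31 ± 0.189 to 0.942 ± 0.676 RPKM (SD, n = 3). Because part of the list had been seen among the lower genes, these values are not independent evidence. With median-ratio scaling the median was -2.34, which argues against the scaling by library totals. The 15 genes of other root cells, all of them tested and none on the first list, had a median of 0.22 in nrpd1, 0.16 in nrpe1 and 0.24 in pkl, with 14 of 15 higher in nrpd1, which argues against less root tissue. RHD6, a regulator early in root hair formation, changed by -0.24 (SE 0.24), which argues against a loss of its transcript, while RSL4, which acts later, changed by -1.99 (adjusted p = 0.0182, limma). A defect in root hair growth between these steps that is particular to the nrpd1 line is a hypothesis that fits these values. Whether it would come from the loss of NRPD1, from another change in this line or from the state of the plates was not tested, though the other polymerase mutant lacks it.

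Of the 214 genes lower in pkl, 11 lie between 15 and 16 Mb of chromosome 5 (TAIR10.1), where random draws of as many tested genes had a median of 7 in their fullest window. The permutation p was 0.0014, and 0.0084 adjusted over the 6 sets of genes tested. The permutation treats each gene as a separate change. It argues against random positions only if the genes of this window changed separately. The other 5 sets had adjusted values above 0.05 for their fullest window. Neighbouring genes called together were not particular to this set. Pairs of neighbours numbered 11 among genes lower and 10 among genes higher in pkl, against 2.02 and 2.05 in random draws, and 4 among genes higher in nrpd1, against 0.0739. The permutation p of these 3 was 1e-04, the smallest that 10000 draws can give. In nrpe1 there were 2 pairs among the higher genes (0.0733 in random draws, permutation p = 0.0026) and 2 among the lower genes (0.0152, permutation p = 2e-04), and among genes lower in nrpd1 there were 3 (0.844, permutation p = 0.0506). Adjusted over the 6 sets these values were 0.0002 for the first 3, 0.00312 and 0.0003 in nrpe1, and 0.0506. Of the 2 lower pairs in nrpe1, 1 is MRD1 with AT1G53490, which overlap, so shared reads may show a single change as a pair. Of the 11 genes in the window on chromosome 5, 5 have near-identical copies over more than 50% of their length. AT5G39150, AT5G39160 and AT5G39190 are covered in full. For these 5 genes shared reads could let a single change appear several times, and that possibility cannot be told apart from separate changes. The other 6 genes have no such copy, and alone they would not exceed the random median of 7.

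The rise of the seed maturation list in pkl was checked against a single library, since pkl replicate 1 held the highest value for 12 of the 19 listed genes. For the 8 genes tested as a list, the adjusted fry p without pkl replicate 1 was 0.000189. It was 0.000375 with all libraries and ran from 2.61e-05 to 0.0143 over all alternatives. This argues against that library as the only cause of the list result. Each of these tests included PHE1, so they do not show a joint rise of the other genes. PHE1, LEC2, SESA4 and EM6 were above all WT libraries in each pkl library, and OLEO4 was not. CRA1 had 3.54, 0.052 and 0.21 RPKM in pkl replicates 1, 2 and 3. OLEO1 had 1.58, 0 and 0.138 and PER1 0.447, 0 and 0.127, so CRA1, OLEO1 and PER1 rose mainly in replicate 1. The 11 genes under the filter did not enter the fry test. Of the 9 of them above 0 in pkl, 8 had their highest value among the pkl libraries in replicate 1. The 11 genes together had RPKM that summed to 21.3, 0.165 and 2.87 in pkl replicates 1, 2 and 3, so for these genes the rise is mainly that of a single library. The whole list without PHE1 summed to 30.5, 3.48 and 5.99 RPKM in the pkl libraries and to at most 2.09 in the others. PHE1 itself was high in all 3 pkl libraries, with 40.1, 63.3 and 46.9 RPKM. Why replicate 1 of pkl stands apart in these genes was not tested.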
